A study of Homo sapiens with 12 samples.

How the data were processed

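The samples were 12 RNA-seq libraries from MCF10-A, a non-tumour human mammary epithelial cell line, in 3 derivatives labelled Vector, B4-4 and Addback. Each derivative carried the treatment labels NA and EDTA, with 2 libraries per combination. Per the labels' protocols, cells were passaged in medium with 5% horse serum, trypsinized and kept for 3 hours in serum-free medium on plates coated with poly-HEMA, a polymer that prevents attachment. What NA stands for, the EDTA dose and timing, and how the B4-4 and Addback derivatives were made are not given in the sources used here. The labels call the libraries replicates without saying that they came from separate cultures, so every p-value measures only the spread between these samples, which may be technical.

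Per the labels' protocols, polyA RNA (250 ng of total RNA as input) was made into stranded libraries with 300 bp inserts and sequenced as 150 bp paired-end reads. The authors deposited whole-number read counts per Ensembl gene, without normalisation. TopHat2 2.1.1, SAMtools 1.4.1 and featureCounts 1.5.3 are named in the submitters' processing notes, which list the builds GRCh38, hg19 and hg38 without roles. The annotation release and the strand setting of the counting are not given in the sources used here, so reads of a gene and of its antisense partner cannot be told apart. Multigene families such as the keratins, the AKR1C enzymes and the HSPA1 pair may share reads. The table held 58233 genes, of which 57392 matched a gene symbol by identifier. All columns of counts belonged to these 12 libraries. The mitochondrially encoded genes were listed at 0 in every library and give no measure of RNA quality. Coordinates are 1-based on GRCh38, from GENCODE release 29.

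Library totals ranged from 15685376 to 22156173 counts, and at least 99.87% of each total lay in tested genes. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr over the 6 groups, which left 15749 genes, 15623 of them with a symbol. Libraries were scaled with TMM factors. Group means were fitted to all 12 libraries with robust quasi-likelihood dispersions, so that the 6 groups shared an estimate of the spread, and 13 contrasts were tested with edgeR's quasi-likelihood test. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in that contrast. Standard errors are the fold change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes. A count of 3 in a library corresponds to 0.135 to 0.191 CPM of its total. Intervals for ratios of genes near that floor are exact 95% intervals and, like the floor, cover counting error only.

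Genes were named by a rule fixed before the data were examined. ITGB4, ITGA6, NECTIN4 and PROM2 are always followed. Among called genes with a mean of at least 5 CPM, a symbol that is not a clone name, and every library of a side above every library of the other, the 10 largest changes per direction qualify for the contrasts of EDTA with NA, B4-4 with Vector and Addback with B4-4 over their means, and the 5 largest per direction for the others. From each gene list described, up to 4 members with the smallest p are followed, and genes named for EDTA within a derivative are also followed in each test of a difference of EDTA effects that they pass. Named genes were preferred where leaving out any library kept the call, and the number followed is given where calls were lost.

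In the same way, 36 gene lists were fixed, covering cell adhesion, stress responses, signalling, metabolism, the cell cycle, epithelial differentiation and markers of other cell types. Of these, 34 had at least 3 tested genes. Each was tested with camera (limma 3.58.1, preset correlation 0.01, two-sided) with Benjamini-Hochberg adjustment over the lists of a contrast, and again with an estimated correlation. Of 138 list calls, 2 hold with an estimated correlation, both for the ATF4 and amino acid list. For each list, members are counted over all genes tested and adjusted over the list alone.

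The test was tried on simulated counts drawn with mean levels, library sizes and dispersions estimated from the data, with 200 genes changed in known directions. For the contrast of B4-4 with Vector in NA, over 15268 genes, 52% of 2-fold and 90% of 8-fold changes were recovered, and 9 of 132 calls were false. For the difference of EDTA effects between B4-4 and Vector, over 15241 genes, 26% of 2-fold and 82% of 8-fold changes were recovered. For this difference 0% of 1.5-fold changes were recovered, and 8 of 94 calls were false. Correlations between contrasts sharing libraries were set beside 10 simulations of unchanged groups. Alternatives were other scaling factors, no filter, DESeq2 1.42.0, the replicate number as a block, fits of the compared groups alone, a 2-fold minimum and leaving out each library. Further alternatives chosen after seeing the data left out pairs of libraries or used the library numbers in the labels. Nothing was left out of the fits otherwise.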

Results

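RNA was measured in 12 libraries of detached MCF10-A cells, 2 for each combination of 3 derivatives (Vector, B4-4 and Addback) and 2 treatment labels (NA and EDTA, a chelator of divalent cations such as calcium). The series concerns the integrin formed by the alpha 6 and beta 4 chains, a laminin receptor that anchors epithelial cells through hemidesmosomes. Totals ran from 15685376 counts in B4-4 NA 2 to 22156173 counts in Vector EDTA 2. Levels are given as CPM, read counts relative to the TMM-scaled library size, with the SD of n libraries, and differences as log2 fold changes with their SE. Adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15749 genes.

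ITGB4 (ENSG00000132470, chromosome 17, 75721328 to 75757818), which encodes the beta 4 chain, stood at 1775 and 1780 CPM in Vector NA and at 1678 and 1850 CPM in Vector EDTA. In B4-4 it was 182 and 395 CPM in NA and 372 and 390 CPM in EDTA. In Addback it was 1060 and 1080 CPM in NA and 1264 and 1525 CPM in EDTA. Over both treatments ITGB4 was lower in B4-4 than in Vector (log2 fold change −2.42, SE 0.21, adjusted p = 0.000104) and higher in Addback than in B4-4 (+1.88, SE 0.21, adjusted p = 0.000389). The difference between Addback and Vector did not pass the test (−0.54, SE 0.20, adjusted p = 0.0648). Counts per gene do not tell transcripts of the native locus from those of an introduced copy. ITGA6 (ENSG00000091409, chromosome 2, 172427354 to 172506282), which encodes the alpha 6 chain, ranged from 672 to 1383 CPM, and both of these extremes were B4-4 libraries. NECTIN4 (ENSG00000143217, chromosome 1, 161070995 to 161089599), a nectin of cell junctions, ranged from 4.95 to 19.9 CPM and did not differ detectably between B4-4 and Vector over both treatments (−0.18, SE 0.24, adjusted p = 0.602). It was lower with EDTA in B4-4 (−1.38, SE 0.35, adjusted p = 0.0215), a call that ended without B4-4 NA 1 (0.0819), B4-4 NA 2 (0.0527), B4-4 EDTA 1 (0.0969) or B4-4 EDTA 2 (0.156). In NA it was lower in Addback than in B4-4 (−1.25, SE 0.35, adjusted p = 0.0267), a call that ended without Vector EDTA 1 (0.0503), Vector EDTA 2 (0.0504), B4-4 NA 1 (0.113), B4-4 NA 2 (0.0616), Addback NA 1 (0.164) or Addback NA 2 (0.088).

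**Figure D1:**
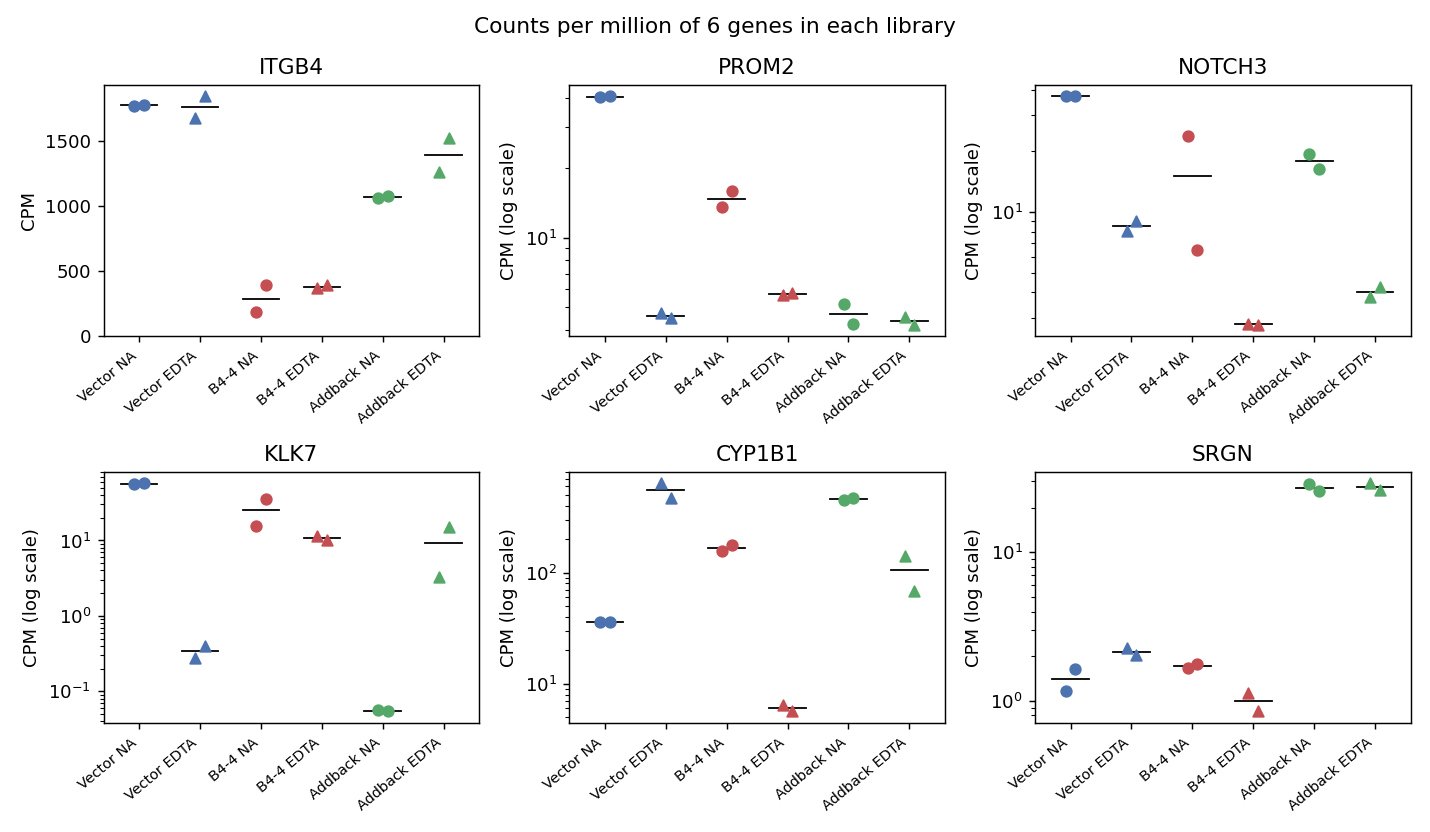
CPM of 6 genes in each of the 12 libraries, with ITGB4 on a linear axis from 0 and the others on log axes; circles are NA, triangles are EDTA and black lines are means of 2 libraries. ITGB4 lay between 182 and 395 CPM in the B4-4 libraries and at 1060 CPM or more in the 8 others.

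Replicates were not equally close. The biological coefficient of variation within a pair was 3.00% in Vector NA, 10.2% in Vector EDTA, 24.1% in B4-4 NA, 4.19% in B4-4 EDTA, 5.85% in Addback NA and 18.8% in Addback EDTA. In B4-4 NA, 391 of 10584 genes differed at least 2-fold between the replicates, and in Addback EDTA 213 of 10462 did, against at most 9 genes in any other pair. B4-4 NA 1 correlated more closely over genes with Vector NA 2 (r = 0.9805) than with its own replicate (r = 0.9757). The first principal component held 32.8% of the variance and the second 27.1%. Leaving out single libraries moved many counts of changed genes, and those libraries are named with each comparison. The 6 groups shared an estimate of the spread although the pairs differed this much. Adjusted p-values, SEs and counts of called genes for contrasts with B4-4 NA or Addback EDTA may therefore be too favourable. Those for contrasts of tight pairs alone may be too strict.

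**Figure D2:**
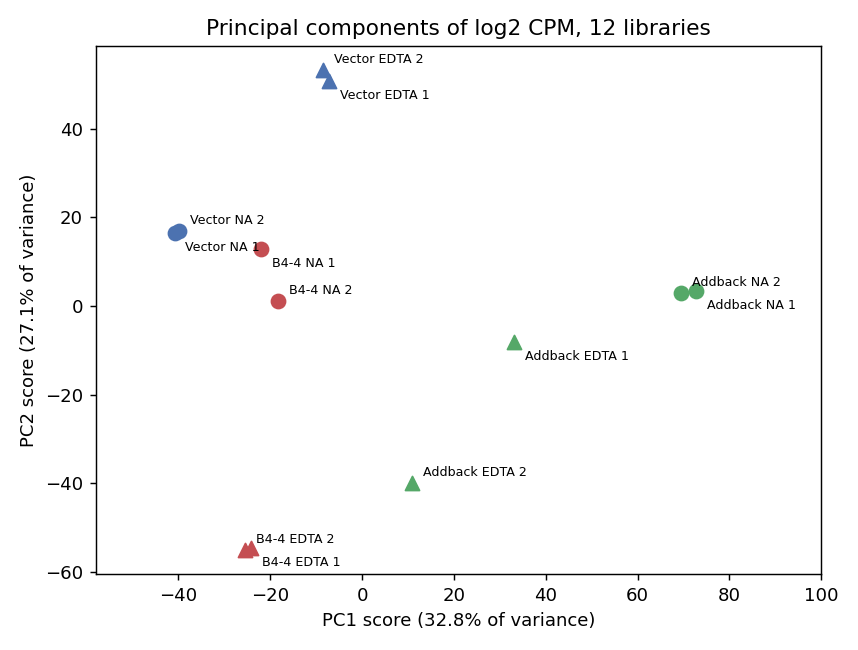
Position of the 12 libraries on the first 2 principal components of log2 CPM, with the share of variance on each axis (32.8% and 27.1%); colours are the derivatives, circles NA and triangles EDTA. The replicates of B4-4 NA and of Addback EDTA lie farther apart than the other pairs.

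The first comparison asked what the EDTA label was associated with over the 3 derivatives. PROM2 (ENSG00000155066, chromosome 2, 95274453 to 95291308), a membrane protein of cell protrusions linked to ferritin export, was lower with EDTA (−1.53, SE 0.09, adjusted p = 6.08e-06), at 4.89 ± 0.644 against 20 ± 16.6 CPM (SD, n = 6 each). The change of PROM2 was −3.14 in Vector and −1.37 in B4-4, while in Addback it did not differ detectably. TM4SF1, a tetraspanin-like surface protein, fell (−0.85, SE 0.07, adjusted p = 9.66e-05), as did OCLN, the tight junction protein occludin (−0.99, SE 0.17, adjusted p = 0.011), and the interferon-induced OASL (−1.19, SE 0.15, adjusted p = 0.00114). GPAM, an enzyme of glycerolipid synthesis, rose (+0.55, SE 0.06, adjusted p = 0.000578). NOTCH3, a Notch receptor chosen after its values were seen, fell in each derivative, by 2.13 on the log2 scale in Vector, 2.45 in B4-4 and 2.13 in Addback (−2.24 over the mean, SE 0.28, adjusted p = 0.00333).

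Among fixed lists over the 3 derivatives, 6 of 13 hemidesmosome and laminin-binding integrin genes rose with EDTA, 0 fell and 7 were not called (6 adjusted over the list alone). Examples were PLEC, a cytolinker (+0.46, SE 0.06), COL17A1, a hemidesmosomal collagen (+0.33, SE 0.05), and COL7A1, the anchoring fibril collagen (+0.44, SE 0.07). The camera adjusted p was 0.000276, and adjusted p = 0.579 with an estimated correlation. In Vector alone 0 of the 13 rose, 2 fell and 11 were not called (2 fell adjusted over the list alone), with camera at 0.361. These were ITGA3, the alpha 3 chain of a laminin receptor (−0.48, SE 0.13, adjusted p = 0.0247), and PLEC (−0.39, SE 0.11, adjusted p = 0.0301). Without Vector NA 1, Vector NA 2 and Vector EDTA 1 in turn, the adjusted p was 0.131, 0.125 and 0.18 for ITGA3 and 0.178, 0.175 and 0.266 for PLEC, which also had 0.0656 without B4-4 EDTA 1 or B4-4 EDTA 2. Of 13 tight junction genes, 0 rose, 6 fell and 7 were not called (7 fell adjusted over the list alone), with TJP3 at −1.14 (SE 0.15). Camera gave 0.00035, and adjusted p = 0.671 with an estimated correlation. Of 28 ATF4 and amino acid response genes, 1 rose, 10 fell and 17 were not called (1 and 12 adjusted over the list alone), including the serine synthesis enzymes PHGDH (−0.85, SE 0.09) and PSAT1 (−0.42, SE 0.06). Camera gave 2.42e-05, and adjusted p = 0.0986 with an estimated correlation. Of 15 heat shock genes, 9 rose, 1 fell and 5 were not called (9 and 1 adjusted over the list alone), with the chaperones HSPH1 at +0.41 (SE 0.05) and DNAJA1 at +0.55 (SE 0.08). Camera gave 0.000583, and adjusted p = 0.671 with an estimated correlation.

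The calls of these lists are given next by derivative, which is no test of a difference between derivatives. Tight junction genes in B4-4 rose in 2 of 13, fell in 2 and were not called in 9 (2 and 2 adjusted over the list alone), with camera at 0.741. MARVELD2, tricellulin, rose there (+0.48, SE 0.11, adjusted p = 0.00941) and so did CLDN12, a claudin (+0.61, SE 0.15, adjusted p = 0.0162), with 0.091 for both without B4-4 EDTA 1 and 0.0621 and 0.0845 without B4-4 EDTA 2. In Addback 0 tight junction genes rose, 5 fell and 8 were not called (5 adjusted over the list alone), with camera at 0.086. Heat shock genes in Vector rose in 1 of 15, fell in 1 and were not called in 13 (1 and 1 adjusted over the list alone), with camera at 0.935. DNAJA1 rose there (+0.66, SE 0.14, adjusted p = 0.00679), with 0.062 without Vector NA 1, 0.0703 without Vector NA 2 and 0.0531 without Vector EDTA 1. The co-chaperone BAG3 fell (−0.39, SE 0.11, adjusted p = 0.03), with 0.131 without Vector NA 1, 0.163 without Vector NA 2, 0.114 without Vector EDTA 1, 0.0992 without Vector EDTA 2, 0.0527 without Addback NA 1 and 0.0531 without Addback NA 2. In B4-4 5 heat shock genes rose, 0 fell and 10 were not called (7 and 1 adjusted over the list alone), with camera at 0.00383 and adjusted p = 0.58 with an estimated correlation. ATF4 and amino acid response genes rose in 1 of 28 and fell in 9 in Vector (2 and 12 adjusted over the list alone), with camera at 0.00384 and adjusted p = 0.192 with an estimated correlation, and PHGDH at +0.44 (adjusted p = 0.0608). In B4-4 0 of them rose and 4 fell (4 adjusted over the list alone), with camera at 0.125, and in Addback 4 rose and 8 fell (6 and 9 adjusted over the list alone), with camera at 0.364. Hemidesmosome and laminin-binding integrin genes in Addback rose in 2 of 13, fell in 1 and were not called in 10 (3 and 1 adjusted over the list alone), with camera at 0.151.

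In all, 1445 genes changed with EDTA over the mean, 626 higher and 819 lower, 130 of them at least 2-fold. With upper-quartile factors the split was 447 higher and 923 lower. Without a filter on low counts the count was 2196 genes. In separate fits with a split of the libraries as the term, 5 of 100 splits gave as many as the 16 genes of the real split. Of 40 called genes followed, 10 lost the call without some library. The count was 473 without Vector NA 1, 470 without Vector NA 2, 651 without Vector EDTA 1, 3126 without B4-4 NA 1, 2568 without B4-4 NA 2, 473 without B4-4 EDTA 1, 483 without B4-4 EDTA 2, 477 without Addback NA 1, 625 without Addback NA 2 and 2459 without Addback EDTA 1.

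In Vector, EDTA went with higher levels of CYP1B1, an enzyme that metabolises xenobiotics and oestrogens (+3.94, SE 0.32, adjusted p = 0.000147), at 555 ± 121 against 36.1 ± 0.0379 CPM (SD, n = 2 each). The lipid transporter gene ABCA6 rose too (+2.72, SE 0.23, adjusted p = 2.86e-05). The skin proteases KLK7 (−7.35, SE 0.90, adjusted p = 0.00224) and KLK5 (−5.61, SE 0.57, adjusted p = 0.000145) fell, KLK7 from 56.6 ± 1.36 to 0.338 ± 0.0855 CPM. The elastase inhibitor PI3 fell (−4.90, SE 0.59, adjusted p = 0.00218), and PROM2 fell from 40.6 ± 0.295 to 4.60 ± 0.176 CPM (−3.14, SE 0.16, adjusted p = 5.88e-07). Reads of CYP1B1-AS1, which rose (+3.23, SE 0.25), cannot be told from those of CYP1B1.

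Of 21 squamous differentiation genes in Vector, 0 rose with EDTA, 14 fell and 7 were not called (16 fell adjusted over the list alone). TGM1, which cross-links the cornified envelope (−3.44, SE 0.16), and the stress keratins KRT16 (−2.19, SE 0.14) and KRT6A (−1.04, SE 0.10) were among them. Camera gave 3.18e-11, and adjusted p = 0.192 with an estimated correlation. G2/M genes fell in 13 of 22 with 0 rising and 9 not called (16 adjusted over the list alone), among them the spindle factor TPX2 (−0.75, SE 0.08) and the kinase AURKB (−0.82, SE 0.11). Camera gave 2.52e-09, and adjusted p = 0.192 with an estimated correlation. G1/S and replication genes fell in 12 of 22 with 0 rising and 10 not called (14 adjusted over the list alone), including RRM2, a ribonucleotide reductase subunit (−1.28, SE 0.14). Camera gave 1.03e-05, and adjusted p = 0.397 with an estimated correlation. Of 17 unfolded protein response genes, 9 rose, 0 fell and 8 were not called (12 and 2 adjusted over the list alone), led by the endoplasmic reticulum chaperones HSPA5 (+1.35, SE 0.11) and DNAJB9 (+1.65, SE 0.15). Camera gave 3.06e-05, and adjusted p = 0.211 with an estimated correlation.

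Of 20 EGFR ligand and ERK feedback genes in Vector, 1 rose, 10 fell and 9 were not called (1 and 12 adjusted over the list alone), including the ligand TGFA (−1.26, SE 0.19) and the transcription factor ETV5 (−0.68, SE 0.09). Camera gave 5.76e-05, and adjusted p = 0.443 with an estimated correlation. Of 13 tight junction genes, 0 rose, 6 fell and 7 were not called (7 adjusted over the list alone), among them CGN, cingulin (−4.06, SE 0.51), and CLDN7, a claudin (−1.23, SE 0.19). Camera gave 0.000568, and adjusted p = 0.443 with an estimated correlation. Of 7 fibroblast markers, 2 rose with EDTA in Vector, 0 fell and 5 were not called (2 rose adjusted over the list alone), while COL1A1, the main collagen of fibroblasts, did not differ detectably (+0.34, SE 0.21, adjusted p = 0.293). POSTN, periostin, had 88 counts against 2, a ratio of 37.2 (95% counting interval 9.99 to 312), and DCN, decorin, rose (+3.28, SE 0.55, adjusted p = 0.0044, or 0.0545 without Vector NA 2). Camera gave 0.0379, and adjusted p = 0.443 with an estimated correlation. Of 21 TGF-beta and EMT genes, 5 rose, 1 fell and 15 were not called (5 and 2 adjusted over the list alone), with the transcription factor SNAI2 at +1.97 (SE 0.27), N-cadherin, CDH2, at +1.88 (SE 0.30), vimentin, VIM, at +0.90 (SE 0.16) and ID1 at −2.16 (SE 0.27), and camera gave 0.129.

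In Vector 2416 genes changed, 1002 higher and 1414 lower, and 10 of 44 called genes followed lost the call without some library. Fitting the 2 compared groups alone gave 4672 genes. The count was 752 without Vector NA 1, 724 without Vector NA 2, 858 without Vector EDTA 1, 1540 without Vector EDTA 2, 4020 without B4-4 NA 1 and 3945 without B4-4 NA 2.

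In B4-4, the clotting initiator F3 rose with EDTA (+3.07, SE 0.30, adjusted p = 0.000455), from 61.5 ± 10.3 to 515 ± 5.56 CPM (SD, n = 2 each). ENC1, an actin-binding protein, rose (+2.85, SE 0.32, adjusted p = 0.000343), and so did ITGA6 (+0.79, SE 0.13, adjusted p = 0.00225). CYP1B1 fell from 167 ± 15.4 to 6.08 ± 0.616 CPM (−4.77, SE 0.35, adjusted p = 0.000134), and PROM2 fell (−1.37, SE 0.15, adjusted p = 0.000213). CYP1A1, a related xenobiotic enzyme, fell as well (−5.97, SE 0.85, adjusted p = 0.00537), but its adjusted p was 0.0663 without B4-4 EDTA 1 and 0.0597 without B4-4 EDTA 2.

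Of 13 hemidesmosome and laminin-binding integrin genes in B4-4, 9 rose with EDTA, 0 fell and 4 were not called (9 adjusted over the list alone), led by COL17A1 (+0.84, SE 0.08) and PLEC (+0.97, SE 0.11). Camera gave 1.85e-06, and adjusted p = 0.542 with an estimated correlation. Actin and SRF target genes rose in 13 of 21 with 0 falling and 8 not called (17 adjusted over the list alone), including non-muscle myosin MYH9 (+1.36, SE 0.12), the actin cross-linker FLNA (+1.08, SE 0.13) and vinculin, VCL (+0.94, SE 0.12). Camera gave 1.51e-08, and adjusted p = 0.58 with an estimated correlation. YAP/TAZ targets rose in 8 of 19 with 0 falling and 11 not called (10 adjusted over the list alone), among them CCN2, a matricellular protein (+2.52, SE 0.23), and AJUBA, a junction scaffold (+0.94, SE 0.09). Camera gave 0.000257, and adjusted p = 0.58 with an estimated correlation. G2/M genes rose in 10 of 22 with 0 falling and 12 not called (17 adjusted over the list alone), including the mitotic regulators CDC20 (+0.68, SE 0.11) and PLK1 (+0.54, SE 0.10). Camera gave 1.85e-06, and adjusted p = 0.542 with an estimated correlation.

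Ribosomal protein genes fell in 28 of 29 in B4-4 with 0 rising and 1 not called (29 adjusted over the list alone), by 0.52 on the log2 scale for RPLP0 (−0.52, SE 0.09). Camera gave 6.74e-11, and adjusted p = 0.58 with an estimated correlation. Immediate early genes fell in 6 of 26 with 0 rising and 20 not called (7 adjusted over the list alone), including the antiproliferative BTG2 (−2.08, SE 0.14) and the nuclear receptor NR4A3 (−3.57, SE 0.65). Camera gave 0.0406, and adjusted p = 0.899 with an estimated correlation. In B4-4 3138 genes changed, 1556 higher and 1582 lower, or 1147 higher and 1972 lower with upper-quartile factors. Fitting the 2 compared groups alone gave 291 genes. The count was 726 without B4-4 EDTA 1 and 796 without B4-4 EDTA 2, and 16 of 41 called genes followed lost the call without some library.

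In Addback, EDTA went with higher SPRR1B, a cornified envelope precursor (+4.88, SE 0.45, adjusted p = 0.000123), at 11.5 ± 2.18 against 0.384 ± 0.147 CPM (SD, n = 2 each). The calcium-binding S100P (+5.30, SE 0.66, adjusted p = 0.000799) rose, as did KLK5, whose counts of 202 against 4 give a ratio of 52.9 (95% counting interval 20.3 to 196). The stress-responsive OSGIN1 fell (−2.95, SE 0.30, adjusted p = 0.000108), as did ANKRD33B (−2.99, SE 0.47, adjusted p = 0.0036). PROM2 was already at 4.69 ± 0.651 CPM in NA and did not differ detectably (−0.10, SE 0.17, adjusted p = 0.74).

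Of 21 squamous differentiation genes in Addback, 13 rose with EDTA, 0 fell and 8 were not called (13 adjusted over the list alone), with KRT16 at +1.93 (SE 0.14) and KRT6A at +0.84 (SE 0.10). Camera gave 1.14e-08, and adjusted p = 0.199 with an estimated correlation. G2/M genes rose in 14 of 22 with 0 falling and 8 not called (19 adjusted over the list alone), led by CDC20 (+0.86, SE 0.11). Camera gave 3.83e-09, and adjusted p = 0.199 with an estimated correlation. G1/S and replication genes rose in 11 of 22 with 0 falling and 11 not called (12 adjusted over the list alone), including RRM2 (+1.05, SE 0.14) and cyclin E1, CCNE1 (+1.01, SE 0.15). Camera gave 1.52e-05, and adjusted p = 0.483 with an estimated correlation. Heat shock genes rose in 9 of 15, fell in 3 and were not called in 3 (9 and 3 adjusted over the list alone), with FKBP4 at +0.70 (SE 0.09) and HSP90AA1 at +0.79 (SE 0.11). Camera gave 0.0106, and adjusted p = 0.633 with an estimated correlation. Iron handling genes fell in 7 of 18 with 0 rising and 11 not called (8 adjusted over the list alone), led by the metal importer SLC39A14 (−0.66, SE 0.12). Camera gave 0.00807, and adjusted p = 0.199 with an estimated correlation.

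In Addback 2666 genes changed with EDTA, 1361 higher and 1305 lower, and 11 of 31 called genes followed lost the call without some library. The count was 4319 without B4-4 NA 1, 4272 without B4-4 NA 2, 615 without Addback NA 1, 1082 without Addback NA 2 and 1128 without Addback EDTA 2. These changes stand beside the loose replicates of Addback EDTA, where KLK5 was 5.78 ± 4.21 CPM.

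Fibroblast markers moved unevenly with EDTA. Of 7 tested in B4-4, 1 rose, 1 fell and 5 were not called (1 and 1 adjusted over the list alone), with camera at 0.718. POSTN rose (+3.09, SE 0.56, adjusted p = 0.00371, or 0.0664 with the 2 compared groups alone) and COL1A1 fell (−0.95, SE 0.21, adjusted p = 0.00937, or 0.0714 without B4-4 EDTA 1 and 0.0681 without B4-4 EDTA 2). In Addback 0 rose, 2 fell and 5 were not called (2 fell adjusted over the list alone), with camera at 0.241. POSTN fell (−1.86, SE 0.33, adjusted p = 0.00296), as did COL1A1 (−0.76, SE 0.21, adjusted p = 0.0264), whose call ended without Addback NA 1 (0.149), Addback NA 2 (0.102), Addback EDTA 1 (0.0538) or Addback EDTA 2 (0.131). Over the 3 derivatives 2 rose, 1 fell and 4 were not called (2 and 1 adjusted over the list alone), with camera at 0.41 and POSTN at +2.09 (SE 0.33, adjusted p = 0.00337). DCN rose over the mean (+1.46, SE 0.30, adjusted p = 0.021), with 0.0562 without Vector NA 1, 0.0774 without Vector NA 2, 0.0574 without Vector EDTA 1, 0.0716 without B4-4 NA 1, 0.0641 without B4-4 NA 2, 0.0665 without B4-4 EDTA 1, 0.0746 without B4-4 EDTA 2, 0.0624 without Addback NA 1 and 0.0534 without Addback NA 2. COL1A1 fell over the mean (−0.46, SE 0.12, adjusted p = 0.035), with 0.0959 without Vector NA 1, 0.0864 without Vector NA 2, 0.0989 without Vector EDTA 1, 0.0953 without B4-4 EDTA 1, 0.0924 without B4-4 EDTA 2, 0.103 without Addback NA 1, 0.0859 without Addback NA 2 and 0.0738 without Addback EDTA 2.

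Lists described above in 1 derivative went as follows in the others. In Vector, ribosomal protein genes rose in 6 of 29 with 0 falling (14 adjusted over the list alone), with camera at 3.18e-06 and adjusted p = 0.604 with an estimated correlation. YAP/TAZ targets rose in 2 of 19 and fell in 6 (2 and 7 adjusted over the list alone, camera 0.206), actin and SRF targets fell in 1 of 21 with 0 rising (0 adjusted over the list alone, camera 0.361), immediate early genes rose in 1 of 26 with 0 falling (1, camera 0.95), and iron handling genes rose in 6 of 18 and fell in 2 (7 and 3, camera 0.206). In B4-4, EGFR ligand and ERK feedback genes rose in 5 of 20 and fell in 3 (7 and 3 adjusted over the list alone), with camera at 0.0219 and adjusted p = 0.687 with an estimated correlation. G1/S and replication genes rose in 7 of 22 with 0 falling (7 adjusted over the list alone), with camera at 0.00287 and adjusted p = 0.58 with an estimated correlation. Squamous differentiation genes rose in 4 of 21 and fell in 4 (4 and 5, camera 0.48), unfolded protein response genes rose in 4 of 17 and fell in 3 (5 and 3, camera 0.255), TGF-beta and EMT genes rose in 6 of 21 and fell in 1 (7 and 2, camera 0.0642), and iron handling genes rose in 3 of 18 and fell in 6 (4 and 6, camera 0.762). In Addback, immediate early genes fell in 6 of 26 with 0 rising (6 adjusted over the list alone), with camera at 0.0109 and adjusted p = 0.752 with an estimated correlation. Unfolded protein response genes fell in 5 of 17 with 0 rising (6, camera 0.086), TGF-beta and EMT genes fell in 6 of 21 with 0 rising (2 and 7, camera 0.0606), actin and SRF targets fell in 3 of 21 with 0 rising (2 and 4, camera 0.405), YAP/TAZ targets rose in 3 of 19 and fell in 3 (4 and 4, camera 0.537), EGFR ligand and ERK feedback genes rose in 2 of 20 and fell in 1 (2 and 1, camera 0.547), and 0 of 29 ribosomal protein genes were called (0, camera 0.639).

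The EDTA differences were then compared between derivatives, which share no libraries. Of 853 genes called in both Vector and B4-4, 743 (87.1%) moved in opposite directions, and of 815 called in both Vector and Addback, 694 (85.2%) did. Of 855 genes called in both B4-4 and Addback, 691 (80.8%) moved the same way. Over all genes, which are not independent replicates, r was −0.273 for Vector with B4-4, −0.350 for Vector with Addback and 0.180 for B4-4 with Addback, against −0.001, −0.004 and 0.003 in simulated unchanged groups. Of 363 genes called in all 3 derivatives, 15 moved together, 4 higher (JMJD6, GPAM, PPIF and ODC1) and 11 lower, with NOTCH3 among them; these names were chosen after their values were seen.

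**Figure D3:**
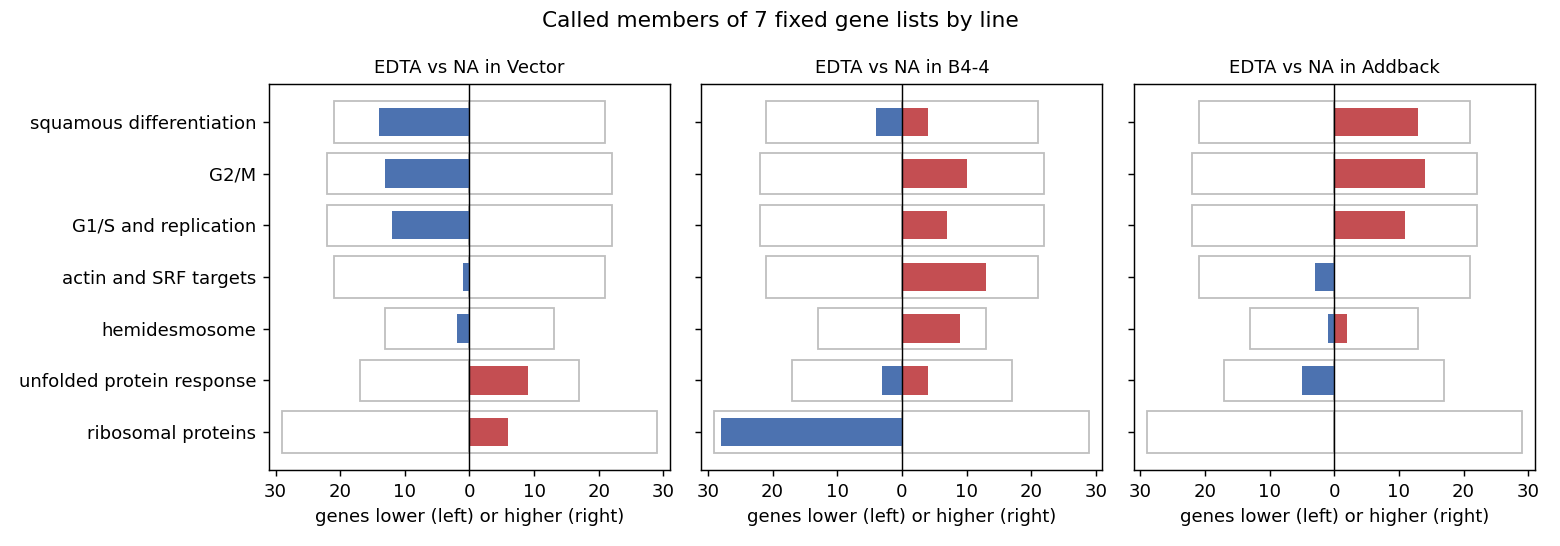
Number of called members that rose (right of 0) or fell (left of 0) with EDTA in 7 gene lists for each derivative, with grey outlines for the tested members. Squamous differentiation genes fell in 14 of 21 in Vector and rose in 13 of 21 in Addback.

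The test of the difference itself called 4249 genes between the EDTA effects of B4-4 and Vector, 2268 with the higher and 1981 with the lower effect in B4-4. Upper-quartile factors, which moved the median of all genes from −0.01 to −0.12, gave 1805 and 2497. CYP1B1 differed by −8.72 (SE 0.48, adjusted p = 1.38e-05), F3 by +4.63, KLK5 by +4.87 (SE 0.74, adjusted p = 0.00111) and PROM2 by +1.77 (SE 0.21, adjusted p = 0.000173). Of 22 G2/M genes, 18 had the higher effect in B4-4, 0 the lower and 4 were not called (20 adjusted over the list alone), with TPX2 at +1.18 (SE 0.12) and PLK1 at +1.12 (SE 0.14). Camera gave 1.23e-09, and adjusted p = 0.441 with an estimated correlation. Of 21 squamous differentiation genes, 13 had the higher effect, 0 the lower and 8 were not called (13 adjusted over the list alone), KRT6A at +1.97 (SE 0.14). Camera gave 3.65e-05, and adjusted p = 0.541 with an estimated correlation. Of 29 ribosomal protein genes, 28 had the lower effect, 0 the higher and 1 was not called (29 adjusted over the list alone), RPS6 at −0.78 (SE 0.13). Camera gave 4.53e-11, and adjusted p = 0.661 with an estimated correlation. The count was 2429 without Vector NA 1, 2364 without Vector NA 2, 2513 without B4-4 EDTA 1 and 2462 without B4-4 EDTA 2, and 9 of 37 called genes followed lost the call without some library.

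Between the EDTA effects of Addback and B4-4, 1383 genes differed, 664 with the higher and 719 with the lower effect in Addback. The count was 641 with the 4 compared groups alone and 2103 without a filter on low counts. The matrix protein THBS1 (−3.60, SE 0.24, adjusted p = 1.46e-05) and the guanylate-binding GBP1 (−3.48, SE 0.21, adjusted p = 1.1e-05) had the lower effect, and S100P (+6.79, SE 0.81, adjusted p = 0.00117) the higher. Of 21 actin and SRF targets, 11 had the lower effect, 0 the higher and 10 were not called (14 adjusted over the list alone), with VCL at −1.57 (SE 0.17) and the transcription factor SRF at −1.49 (SE 0.17). Camera gave 1.46e-07, and adjusted p = 0.454 with an estimated correlation. Of 12 other integrin subunits, 5 had the lower effect, 0 the higher and 7 were not called (6 adjusted over the list alone), with the collagen receptor chain ITGA2 at −1.79 (SE 0.15) and the fibronectin receptor chain ITGA5 at −1.59 (SE 0.17). Camera gave 0.000101, and adjusted p = 0.366 with an estimated correlation. The count was 849 without Vector NA 1, 846 without Vector NA 2, 2994 without B4-4 NA 1, 2416 without B4-4 NA 2, 456 without B4-4 EDTA 1, 534 without B4-4 EDTA 2, 403 without Addback NA 1 and 672 without Addback NA 2, and 9 of 26 called genes followed lost the call without some library.

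The comparison of B4-4 with Vector asked what differed where ITGB4 was low. Over both treatments LCP1, the actin bundler plastin 2 (+3.28, SE 0.28, adjusted p = 1.41e-05), the Wnt antagonist DKK1 (+4.15, SE 0.59, adjusted p = 0.00158), F3 (+2.99, SE 0.22, adjusted p = 3.23e-05) and the cytokine IL1B (+2.42, SE 0.27, adjusted p = 0.000284) were higher in B4-4. The lysosomal protein LAPTM5 (−2.38, SE 0.12, adjusted p = 3.53e-07) and the integrin chain ITGA10 (−2.19, SE 0.13, adjusted p = 8.46e-07) were lower, ITGA10 at 11.2 ± 5.83 against 47.6 ± 13.3 CPM (SD, n = 4 each). PROM2 was lower over both (−0.58, SE 0.11, adjusted p = 0.00163) and in NA (−1.46, SE 0.14, adjusted p = 0.000233), but not in EDTA (+0.31, SE 0.16, adjusted p = 0.14).

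Of 28 ATF4 and amino acid response genes, 1 was higher in B4-4, 17 were lower and 10 were not called (1 and 20 adjusted over the list alone), led by PHGDH (−1.67, SE 0.11), the stress-induced pseudokinase TRIB3 (−1.13, SE 0.08), PSAT1 (−0.99, SE 0.08) and the cystine transporter SLC7A11 (−1.03, SE 0.11). Camera gave 1.2e-07, and adjusted p = 0.0479 with an estimated correlation, so this call holds. Of 22 G1/S and replication genes, 20 were higher, 0 lower and 2 not called (20 adjusted over the list alone), with UHRF1, which maintains DNA methylation, at +1.30 (SE 0.07), the sliding clamp PCNA at +0.94 (SE 0.06) and cyclin D1, CCND1, at +1.20 (SE 0.10). Camera gave 2.27e-12, and adjusted p = 0.247 with an estimated correlation. Of 21 actin and SRF targets, 20 were higher, 0 lower and 1 not called (21 adjusted over the list alone), with FLNA at +0.79 (SE 0.09) and the myosin light chain MYL9 at +2.73 (SE 0.34). Camera gave 1.2e-08, and adjusted p = 0.67 with an estimated correlation. Of 15 heat shock genes, 11 were higher, 0 lower and 4 not called (13 adjusted over the list alone), HSPA1A at +1.04 (SE 0.07). Camera gave 1.52e-06, and adjusted p = 0.37 with an estimated correlation. Of 29 ribosomal protein genes, 0 were higher, 24 lower and 5 not called (24 adjusted over the list alone), RPS6 at −0.51 (SE 0.06). Camera gave 2.05e-07, and adjusted p = 0.705 with an estimated correlation.

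In all, 5179 genes differed between B4-4 and Vector, 2761 higher and 2418 lower in B4-4, 897 of them at least 2-fold. Without Vector NA 2 the count was 3413. Of 41 called genes followed, 4 lost the call without some library.

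Within NA, the kinesin KIF21B (−2.64, SE 0.20, adjusted p = 4.87e-05) and TRIB3 (−1.87, SE 0.11, adjusted p = 7.07e-06) were lower in B4-4 than in Vector, TRIB3 at 80.4 ± 4.72 against 294 ± 8.40 CPM (SD, n = 2 each). Of 28 ATF4 and amino acid response genes, 1 was higher, 14 lower and 13 not called (1 and 18 adjusted over the list alone), including CHAC1, which degrades glutathione (−3.77, SE 0.45), and the secreted STC2 (−1.31, SE 0.14). Camera gave 1.82e-09, and adjusted p = 0.0234 with an estimated correlation, so this call holds too. G2/M genes were lower in 9 of 22, higher in 0 and not called in 13 (16 adjusted over the list alone), TPX2 at −0.60 (SE 0.08). Camera gave 2.03e-08, and adjusted p = 0.294 with an estimated correlation. EGFR ligand and ERK feedback genes were lower in 5 of 20, higher in 0 and not called in 15 (11 adjusted over the list alone), with ETV5, a transcription factor downstream of ERK, at −0.63 (SE 0.09, adjusted p = 0.00251, or 0.0527 without Vector NA 1). Camera gave 2.99e-07, and adjusted p = 0.318 with an estimated correlation. Squamous differentiation genes were lower in 4 of 21, higher in 0 and not called in 17 (6 adjusted over the list alone), with KRT16 at −1.11 (SE 0.13) and TGM1 at −0.99 (SE 0.15). Camera gave 0.00796, and adjusted p = 0.445 with an estimated correlation. Actin and SRF targets were higher in 2 of 21, lower in 0 and not called in 19 (2 adjusted over the list alone), with camera at 0.0426 and adjusted p = 0.961 with an estimated correlation, and 0 of 29 ribosomal protein genes were called (0 adjusted over the list alone, camera 0.209). G1/S and replication genes were higher in 10 of 22, lower in 0 and not called in 12 (15 and 1 adjusted over the list alone), with camera at 1.26e-06 and adjusted p = 0.318 with an estimated correlation. Here 1128 genes differed, 532 higher and 596 lower, and 14 of 24 called genes followed lost the call without some library. Fitting the 2 compared groups alone gave 6 genes, and fitting without a filter on low counts gave 1874. The count was 81 without Vector NA 1, 84 without Vector NA 2, 3319 without B4-4 NA 1, 648 without B4-4 EDTA 1, 643 without B4-4 EDTA 2, 664 without Addback NA 1 and 665 without Addback NA 2.

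Within EDTA, F3 (+5.31, SE 0.34, adjusted p = 8.04e-06), the activin antagonist FST (+7.47, SE 1.06, adjusted p = 0.00154) and the growth factor CSF3 (+5.52, SE 0.73, adjusted p = 0.000749) were higher in B4-4 than in Vector, FST at 109 ± 3.75 against 0.611 ± 0.0128 CPM (SD, n = 2 each). CYP1B1 was lower (−6.51, SE 0.37, adjusted p = 5.58e-06). Actin and SRF targets were higher in 20 of 21, lower in 0 and not called in 1 (20 adjusted over the list alone), with FLNA at +1.49 (SE 0.13). Camera gave 2.77e-08, and adjusted p = 0.462 with an estimated correlation. G1/S and replication genes were higher in 20 of 22, lower in 0 and not called in 2 (20 adjusted over the list alone), UHRF1 at +2.05 (SE 0.10). Camera gave 1.26e-10, and adjusted p = 0.462 with an estimated correlation. Squamous differentiation genes were higher in 14 of 21, lower in 2 and not called in 5 (14 and 3 adjusted over the list alone), with KRT6A at +1.93 (SE 0.11) and involucrin, IVL, at +5.39 (SE 0.76). Camera gave 0.00253, and adjusted p = 0.462 with an estimated correlation. Ribosomal protein genes were lower in 29 of 29 (29 adjusted over the list alone), RPS6 at −0.90 (SE 0.09). Camera gave 1.7e-10, and adjusted p = 0.578 with an estimated correlation.

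Of 22 G2/M genes, 9 were lower in B4-4 in NA. In EDTA 17 of the 22 were higher, 0 lower and 5 not called (18 adjusted over the list alone). AURKB stood at +1.16 (SE 0.11) and the checkpoint kinase BUB1B at +0.88 (SE 0.11). Camera gave 0.000125, and adjusted p = 0.462 with an estimated correlation. EGFR ligand and ERK feedback genes were higher in 9 of 20, lower in 3 and not called in 8 (9 and 3 adjusted over the list alone), with the ligands TGFA at +1.98 (SE 0.20), EREG at +2.44 (SE 0.33) and AREG at +2.61 (SE 0.37), the receptor inhibitor LRIG1 at −1.72 (SE 0.18), and camera at 0.143. ATF4 and amino acid response genes were higher in 4 of 28, lower in 12 and not called in 12 (4 and 15 adjusted over the list alone), with camera at 0.00963 and adjusted p = 0.462 with an estimated correlation. Of 7 fibroblast markers, 1 was higher, 2 were lower and 4 were not called in EDTA (1 and 2 adjusted over the list alone), with camera at 0.67, and 0 were called in NA (0 adjusted over the list alone, camera 0.209). DCN was lower in EDTA (−2.28, SE 0.49, adjusted p = 0.00489), as was COL1A1 (−0.65, SE 0.21, adjusted p = 0.0233), with 0.155 without Vector EDTA 2, 0.0911 without B4-4 EDTA 1 and 0.0988 without B4-4 EDTA 2. FAP, a fibroblast surface protease, was higher (+3.00, SE 0.95, adjusted p = 0.0422), with 0.0734 and 0.0731 without Vector NA 1 or 2, 0.153 and 0.159 without Vector EDTA 1 or 2, 0.118 and 0.113 without B4-4 EDTA 1 or 2, and 0.0688 and 0.0692 without Addback NA 1 or 2. Here 6831 genes differed, 3611 higher and 3220 lower, with 4390 without B4-4 EDTA 1 and 4383 without B4-4 EDTA 2, and 3 of 39 called genes followed lost the call without some library.

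Addback was compared with B4-4 to ask what differed where ITGB4 was higher again. SRGN, a secretory granule proteoglycan (+4.38, SE 0.15, adjusted p = 9.36e-09), the collagen chain COL6A2 (+4.52, SE 0.18, adjusted p = 2.86e-08) and the adhesion molecule CADM3 (+5.26, SE 0.45, adjusted p = 7.05e-05) were higher in Addback, SRGN at 27.5 ± 1.73 against 1.36 ± 0.441 CPM (SD, n = 4 each). The potassium channel gene KCNK6 (−4.70, SE 0.17, adjusted p = 9.36e-09), NIPAL4, a skin barrier gene (−5.83, SE 0.25, adjusted p = 4.63e-08), and the adaptor STAP2 (−3.97, SE 0.21, adjusted p = 1.96e-07) were lower. PROM2 was lower (−1.01, SE 0.11, adjusted p = 7.14e-05), at 4.54 ± 0.439 against 10.2 ± 5.29 CPM, with −1.65 (SE 0.16, adjusted p = 3.06e-05) in NA and −0.38 (SE 0.17, adjusted p = 0.148) in EDTA.

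Of 25 NRF2 target and glutathione genes, 15 were higher in Addback than in B4-4, 1 was lower and 9 were not called (15 and 1 adjusted over the list alone), including the exporter ABCC3 (+1.05, SE 0.06), the aldo-keto reductase AKR1C1 (+1.11, SE 0.08) and GCLC, which makes the glutathione precursor (+0.98, SE 0.08). Camera gave 2.5e-05, and adjusted p = 0.297 with an estimated correlation. Of 21 squamous differentiation genes, 0 were higher, 16 lower and 5 not called (16 adjusted over the list alone), KRT16 at −1.57 (SE 0.10). Camera gave 2.17e-08, and adjusted p = 0.297 with an estimated correlation. Of 22 G2/M genes, 1 was higher, 12 were lower and 9 were not called (1 and 12 adjusted over the list alone), PLK1 at −1.19 (SE 0.07). Camera gave 0.000347, and adjusted p = 0.614 with an estimated correlation. Of 18 iron handling genes, 10 were higher, 5 lower and 3 not called (10 and 5 adjusted over the list alone), with the transferrin receptor TFRC at +0.74 (SE 0.10) and ferritin heavy chain FTH1 at +0.54 (SE 0.07), and camera gave 0.234. Of 7 fibroblast markers, 3 were higher, 0 lower and 4 not called (3 adjusted over the list alone), with POSTN, periostin, at +3.29 (SE 0.31) and DCN, decorin, at +3.85 (SE 0.35), while COL1A1, the main collagen of fibroblasts, stood at +0.12 (adjusted p = 0.581). Camera gave 0.0154, and adjusted p = 0.614 with an estimated correlation.

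Within NA, squamous differentiation genes were lower in Addback than in B4-4 in 18 of 21, higher in 0 and not called in 3 (18 adjusted over the list alone), with KRT16 at −2.80 (SE 0.15) and SPRR1B at −6.78 (SE 0.42). Camera gave 8.08e-11, and adjusted p = 0.269 with an estimated correlation. KLK7 was lower by a ratio of 453 (95% counting interval 125 to 3740), from 824 counts in B4-4 NA to 2 in Addback NA. Actin and SRF targets in NA were higher in 5 of 21, lower in 2 and not called in 14 (5 and 2 adjusted over the list alone), with camera at 0.228. SRF stood at +1.20 (SE 0.12), VCL at +0.81 (SE 0.12) and MYH9 at +0.58 (SE 0.12, adjusted p = 0.00582, or 0.0674 without Addback NA 1). No ribosomal protein gene of 29 was called in NA (camera 0.896). Within EDTA, squamous differentiation genes were lower in 5 of 21, higher in 0 and not called in 16 (1 and 7 adjusted over the list alone), with camera at 0.0756, and G2/M genes were lower in 2 of 22, higher in 0 and not called in 20 (5 adjusted over the list alone), with camera at 0.0106 and adjusted p = 0.369 with an estimated correlation. Actin and SRF targets were lower in EDTA in 12 of 21, higher in 0 and not called in 9 (17 adjusted over the list alone), with MYH9 at −0.87 (SE 0.12) and tropomyosin TPM1 at −1.36 (SE 0.19). Camera gave 2.4e-08, and adjusted p = 0.369 with an estimated correlation. Ribosomal protein genes were higher in 22 of 29, lower in 0 and not called in 7 (28 adjusted over the list alone), RPS6 at +0.61 (SE 0.09). Camera gave 1.34e-10, and adjusted p = 0.369 with an estimated correlation. ITGB4 itself was higher in Addback EDTA (+1.87, SE 0.29, adjusted p = 0.00471), with 0.0514 without B4-4 EDTA 1.

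Over both treatments 4222 genes differed between Addback and B4-4, 2006 higher and 2216 lower, with 3723 in NA (1290 with the 2 compared groups alone) and 2217 in EDTA. Over both, the count was 2607 without B4-4 EDTA 1, 2571 without B4-4 EDTA 2, 2633 without Addback NA 1 and 2692 without Addback NA 2. In NA it was 1324 without Addback NA 1 and 1831 without Addback NA 2. In EDTA it was 3756 without B4-4 NA 1, 3670 without B4-4 NA 2, 692 without B4-4 EDTA 1, 735 without B4-4 EDTA 2 and 1126 without Addback EDTA 1. Calls lost without some library were 2 of 38 followed over both treatments, 5 of 20 in NA and 7 of 20 in EDTA.

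Genes that differed between B4-4 and Vector were followed in Addback. Of 5179 such genes over both treatments, 1408 (27.2%) differed in the opposite direction between Addback and B4-4, 375 in the same direction, and 3396 were not called. In that order, NA gave 188, 252 and 688 of 1128 genes, and EDTA 1538, 83 and 5210 of 6831. Both contrasts hold the B4-4 libraries, which alone gives a negative r in simulated unchanged groups: −0.506 over both treatments, −0.512 in NA and −0.504 in EDTA, where the measured r was −0.292, −0.048 and −0.538. The measured covariance was −0.135 over both, −0.0295 in NA and −0.441 in EDTA, against −0.0325, −0.0665 and −0.063 in the simulations, which called 0, 0 and 0.2 genes in opposite directions on average. With no library shared, r over genes was 0.031 for B4-4 against Vector in NA with Addback against B4-4 in EDTA, and −0.083 for the mirror pair.

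Addback also differed from Vector in 6177 genes, 3155 higher and 3022 lower. COL6A2 (+5.09, SE 0.19, adjusted p = 7.62e-09) and the aldose reductase AKR1B1 (+4.00, SE 0.73, adjusted p = 0.00613) were higher, and NIPAL4 (−5.50, SE 0.25, adjusted p = 4.05e-08) and PROM2 (−1.59, SE 0.11, adjusted p = 1.23e-06) lower. Of 25 NRF2 target and glutathione genes, 18 were higher, 2 lower and 5 not called (19 and 2 adjusted over the list alone), with the quinone reductase NQO1 at +1.31 (SE 0.06). Camera gave 3.02e-06, and adjusted p = 0.13 with an estimated correlation. Of 22 G1/S and replication genes, 20 were higher, 0 lower and 2 not called (20 adjusted over the list alone), UHRF1 at +1.33 (SE 0.07). Camera gave 5.78e-10, and adjusted p = 0.255 with an estimated correlation. Of 22 cholesterol synthesis genes, 15 were higher, 0 lower and 7 not called (15 adjusted over the list alone), with the cyclase LSS at +1.03 (SE 0.09) and the epoxidase SQLE at +0.60 (SE 0.07). Camera gave 4.74e-05, and adjusted p = 0.411 with an estimated correlation. Of 28 ATF4 and amino acid response genes, 1 was higher, 16 were lower and 11 were not called (1 and 17 adjusted over the list alone), TRIB3 at −1.07 (SE 0.07). Camera gave 1.58e-05, and adjusted p = 0.113 with an estimated correlation. Of 7 fibroblast markers, 4 were higher, 0 lower and 3 not called (5 adjusted over the list alone), POSTN at +3.96 (SE 0.35). Camera gave 0.00979, and adjusted p = 0.406 with an estimated correlation.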

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

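The tests of scaling factors, of exchanged Vector labels, of fibroblasts in Addback, of mixed libraries, of depth and of library numbers and lanes behind the loose replicates were chosen after the results were seen. The differences listed here passed edgeR's quasi-likelihood test of the difference between the EDTA effects of 2 derivatives, with Benjamini-Hochberg adjustment.

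Between B4-4 and Vector 4249 genes differed in their EDTA effect. Among the genes named for this difference or for EDTA within a derivative, the log2 effect was lower in B4-4 for CYP1A1 (−10.11), CYP1B1 (−8.72), CYP1B1-AS1 (−6.57), PDK4 (−5.49), RIPOR2 (−5.27), IQCN (−5.09), CAMK2B (−4.91), ABCA6 (−3.54), ANKRD33B (−3.19) and DCN (−3.04). It was higher in B4-4 for FST (6.94), CSF3 (6.48), KLK7 (6.12), PI3 (5.50), KLK5 (4.87), F3 (4.63), ENC1 (4.12), AZGP1 (3.36), CCN2 (2.31), TMCC3 (2.06), SPRR1B (1.96), PROM2 (1.77), THBS1 (0.77), ITGA6 (0.76) and GBP1 (0.65). B4-4 EDTA held 4 counts of RIPOR2, a ratio of NA to EDTA of 10.4 (95% counting interval 3.72 to 40.1) within B4-4. The adjusted p of PDK4 was 0.0676 without Vector NA 1, 0.0705 without Vector NA 2, 0.0675 without B4-4 EDTA 1 and 0.0689 without B4-4 EDTA 2. That of RIPOR2 was 0.0571 without Vector NA 1, 0.0521 without Vector NA 2, 0.232 without B4-4 NA 1, 0.081 without B4-4 EDTA 1 and 0.0594 without B4-4 EDTA 2. Without Vector NA 1, Vector NA 2, B4-4 EDTA 1 and B4-4 EDTA 2 in turn, it was 0.0512, 0.0832, 0.0724 and 0.0611 for DCN, 0.0713, 0.0683, 0.074 and 0.0729 for AZGP1, 0.0886, 0.0881, 0.101 and 0.0861 for IQCN, 0.0545, 0.0556, 0.0647 and 0.0597 for CAMK2B, 0.0761, 0.0823, 0.0684 and 0.0865 for THBS1, and 0.117, 0.11, 0.128 and 0.0878 for GBP1. Without Vector EDTA 1 it was 0.0559 for DCN, 0.0898 for AZGP1, 0.0871 for THBS1 and 0.0781 for GBP1, and without Vector EDTA 2 it was 0.0788 for AZGP1, 0.0579 for IQCN, 0.0788 for THBS1 and 0.123 for GBP1. Without B4-4 NA 1 it was 0.107 for DCN, 0.0904 for THBS1 and 0.0841 for GBP1, and without B4-4 NA 2 it was 0.169 for DCN. ANKRD33B had 0.0512 without Vector NA 1 and 0.0501 without B4-4 EDTA 2. The count was 2429 and 2364 without Vector NA 1 or 2, and 2513 and 2462 without B4-4 EDTA 1 or 2.

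Between Addback and B4-4 1383 genes differed in their EDTA effect. The effect was lower in Addback for ENC1 (−3.86), THBS1 (−3.60), GBP1 (−3.48), TMCC3 (−3.32), CCN2 (−3.18), F3 (−3.02), OSGIN1 (−2.72) and ITGA6 (−0.81). It was higher in Addback for KLK7 (8.44), MUC16 (8.20), IQCN (6.82), S100P (6.79), KLK5 (6.38), AZGP1 (5.76), SPRR1B (5.13), CYP1B1 (2.65), CYP1B1-AS1 (1.83) and PROM2 (1.27). Addback NA held 2 counts of KLK7, 4 of MUC16, 4 of KLK5 and 6 of AZGP1, so these fitted differences depend on the prior count and are no bounds. Within Addback the ratio of EDTA to NA was 167 (95% counting interval 45.9 to 1390) for KLK7, 180 (69.9 to 662) for MUC16, 52.9 (20.3 to 196) for KLK5 and 30.5 (13.8 to 84.4) for AZGP1. The calls of 7 of these ended without some library. Without B4-4 EDTA 1, B4-4 EDTA 2, Addback NA 1 and Addback NA 2 in turn, the adjusted p was 0.0827, 0.0618, 0.0851 and 0.062 for ITGA6, 0.0745, 0.0704, 0.102 and 0.0799 for KLK7, 0.0956, 0.0937, 0.116 and 0.0994 for MUC16, 0.0979, 0.0911, 0.139 and 0.11 for AZGP1, and 0.163, 0.136, 0.167 and 0.128 for IQCN. CYP1B1 had 0.0525 without B4-4 EDTA 2, and CYP1B1-AS1 had 0.0531 without B4-4 EDTA 1, 0.0853 without B4-4 EDTA 2 and 0.0514 without Addback NA 2. AZGP1 had 0.0508 without Vector NA 1 or Vector NA 2. MUC16 had 0.0513 without Vector NA 1 and 0.0509 without Vector NA 2. IQCN had 0.0891 and 0.0887 without Vector NA 1 or 2, 0.0673 and 0.0676 without Vector EDTA 1 or 2, and 0.183 without Addback EDTA 1. The count was 849 and 846 without Vector NA 1 or 2, 2994 and 2416 without B4-4 NA 1 or 2, 456 and 534 without B4-4 EDTA 1 or 2, and 403 and 672 without Addback NA 1 or 2.

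EDTA effects in Vector ran opposite to those in B4-4 and Addback. The choice of scaling factors, which shift all genes of a contrast alike, is argued against by upper-quartile factors. With these, 85.9% of 841 genes called in Vector and B4-4 moved in opposite directions, and 85.4% of 790 called in Vector and Addback. With TMM factors the opposite calls in Vector and B4-4 ran both ways, a balance that TMM centring favours. They were 335 up in Vector and down in B4-4 and 408 the reverse, so 45.1% in the less frequent way. A batch by library number is argued against by the 6 libraries with the higher numbers (Vector NA 1 and 2, Vector EDTA 1, B4-4 NA 1, B4-4 EDTA 1 and 2). Among these, the correlation over genes of the Vector and B4-4 effects was −0.207, against −0.273 with all libraries. The share of opposite calls is not compared here, since these libraries leave 1 in Vector EDTA and 1 in B4-4 NA. Exchanged NA and EDTA labels in the Vector libraries cannot be told apart from a response that differs between derivatives: 292 of 363 genes called in all 3 derivatives moved opposite in Vector, while 15 moved together as labelled, 3 of them at least 2-fold in each. Such a difference between derivatives stays open as untested.

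The replicates of B4-4 NA and of Addback EDTA lay far apart. Vector cells mixed into B4-4 NA 1 are argued against by its ITGB4, which at 182 CPM was below the 372 to 395 CPM of the other B4-4 libraries, and depth by totals that differed at most 1.09-fold within these pairs. Another derivative mixed into Addback EDTA beyond a small share is argued against by 31 genes nearly absent from Addback NA, whose third-lowest level in Addback EDTA 1 and 2 was 5.18% and 5.94% of the others, while median places of 0.526 and 0.318 between the others (0) and Addback NA (1) over 122 genes do not decide, since an EDTA response moves them as a mix does. The 3 pairs with far-apart library numbers had the largest spread (exact permutation p = 0.1, two-sided, the smallest this design allows), but the far-apart pairs of Vector EDTA and B4-4 NA did not deviate together (correlation over genes 0.047), which argues against a batch shared by these 2 pairs. For Addback EDTA, lane or library number cannot be told apart from the replicate, since Addback EDTA 2 alone came from lane 7 and 0 other pairs were split between lanes; differences between cultures or in handling stay open, and no biological explanation was tested.

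Addback stood apart from both other derivatives in 2268 genes, 647 of them at least 2-fold. Cells of another type would dilute other transcripts alike, but 93 genes were at least 4-fold lower in Addback than in both others, which argues against them for the lower genes. For the genes higher in Addback (127 at least 4-fold), fibroblasts stay open: 3 of 7 fibroblast markers were higher than in both others (POSTN, DCN and PDGFRB), while COL1A1, the main fibroblast collagen, stood at +0.12 against B4-4 and +0.11 against Vector. A batch by library number is argued against by Vector EDTA 2 and B4-4 NA 2, whose median places between their derivative (0) and Addback (1) were 0.116 and −0.023. Differences that arose as the derivatives were made or grown stay open as untested, and a hypothesis of a difference between derivatives is all that the design could offer.

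Other splits of the libraries were fitted to see whether chance can give as many genes. These fits hold the compared libraries with the split as the term (and the derivative, for EDTA) instead of 6 group means, so their counts are not the 5179, 4222, 6177 and 1445 genes reported. For B4-4 against Vector 1 of 35 splits, the real one, gave as many as its 830 genes, with 243 the highest other. For Addback against B4-4 1 of 35 did, with 391 genes and 61 the highest other, and for Addback against Vector 1 of 35, with 3099 and 435. In each case the real split gave the most genes. These splits treat the libraries as exchangeable, although most libraries lay closest to their own replicate. For B4-4 and for Addback against Vector, the highest other split kept the replicates together. The replicates may be technical, so the splits cannot exclude chance differences between pairs. For EDTA over the 3 derivatives 5 of 100 splits gave as many as the 16 genes of the real one, and chance is not excluded. The highest other split, at 2907 genes, set Vector NA with B4-4 EDTA and Addback EDTA, which points to a structure of the samples. That split is the exchange of NA and EDTA in the Vector libraries left open above, and a response that differs between derivatives would give it too.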

How the results depend on the processing

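The fits that left out pairs of libraries or used the library numbers were chosen after seeing the data; the other alternatives were planned. With DESeq2, RLE factors, upper-quartile factors and the replicate number as a block, all 13 counts of changed genes stayed within 1.5 times their value. Of 472 gene results, 467 kept direction and side of the threshold with DESeq2, 472 with RLE factors, 465 with upper-quartile factors and 444 without a filter. With the replicate block 467 did, and the block gave 1441 genes for EDTA over the mean of derivatives and 5147 for B4-4 against Vector over both treatments. Of 138 list calls, 134 held with the block and 2 with an estimated correlation. Leaving out a library leaves a group with 1 sample, assumed to vary like the other groups.

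Leaving out 1 library at a time, the count ranged from 470 to 3126 for EDTA over the mean, 724 to 4020 in Vector, 726 to 4549 in B4-4 and 615 to 4319 in Addback. For B4-4 against Vector it ranged from 3413 to 6245 over both treatments, 81 to 3319 in NA and 4383 to 8169 in EDTA. For Addback against B4-4 it ranged from 2571 to 5272 over both, 1324 to 4680 in NA and 692 to 3756 in EDTA, and for Addback against Vector from 4603 to 7641. The difference of EDTA effects ranged from 2364 to 5515 between B4-4 and Vector and from 403 to 2994 between Addback and B4-4. The shared estimate of the spread enters every count, and how far it accounts for these ranges was not tested.

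Requiring a 2-fold change lowers each count by construction, to 130 for EDTA over the mean, 801 in Vector, 845 in B4-4, 827 in Addback, 897, 299 and 2469 for B4-4 against Vector (both treatments, NA, EDTA), 1161, 1499 and 746 for Addback against B4-4, 1594 for Addback against Vector, and 2115 and 678 for the differences of EDTA effects between B4-4 and Vector and between Addback and B4-4. Without a filter the count was 2196 for EDTA over the mean and 1874 for B4-4 against Vector in NA. It was 2103 for the difference of EDTA effects between Addback and B4-4. The cause of these counts was not tested.

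Fitting the compared groups alone, from fewer samples, gave 4672 genes for EDTA in Vector and 291 in B4-4. It gave 6 for B4-4 against Vector in NA and 1290 for Addback against B4-4 in NA. For the difference of EDTA effects between Addback and B4-4 it gave 641. Without B4-4 NA 2 and Addback EDTA 2 together, the count was 3207 for EDTA over the mean, 5662 in Vector and 5045 in B4-4, 3141 for B4-4 against Vector in NA, 6683, 5696 and 5199 for Addback against B4-4, and 6398 and 3777 for the 2 differences of EDTA effects. Without B4-4 NA 1 and Addback EDTA 1 together, it was 5306 for EDTA over the mean, 5682 in Vector, 6069 in B4-4 and 5858 in Addback, 4945 for B4-4 against Vector in NA, 6266 and 3486 for Addback against B4-4 in NA and EDTA, and 7123 and 4135 for the differences. Both fits drop the loose pairs from the estimate of the spread.

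A term parting the 6 libraries with the higher library numbers (Vector NA 1 and 2, Vector EDTA 1, B4-4 NA 1, B4-4 EDTA 1 and 2) from those with the lower ones gave 2212 genes for EDTA over the mean, 2766 for Addback against B4-4 over both treatments and 1185 in EDTA; the cause was not tested. Libraries with the higher numbers alone gave 7384 for EDTA in Vector, 7312 in B4-4, 8385 and 5696 for B4-4 against Vector over both treatments and in NA, and 7924 for the difference of EDTA effects, and those with the lower numbers gave 2438 for Addback against B4-4 in NA, from fewer samples.

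The values whose direction turned had not passed the test as reported, and the cause was not tested. After turning, the following passed in the opposite direction, each in a fit that left 1 library in a group. The difference of EDTA effects on ITGB4 between Addback and B4-4 was 0.431 without B4-4 NA 1. It was 0.548 without B4-4 NA 1 and Addback EDTA 1, and NECTIN4 for EDTA in Addback was −0.697 without those 2. With upper-quartile factors the EDTA effect on ITGB4 was 0.023 in Vector and its difference between Addback and B4-4 was 0.007, which was 0.001 without a filter. With the library-number term ITGA6 was −0.036 for EDTA in Vector and −0.005 for Addback against Vector. Leaving out 1 library, ITGB4 ranged from −0.095 to 0.078 for EDTA in Vector and −0.055 to 1.069 in B4-4. Its difference of EDTA effects ranged from −0.047 to 1.082 between B4-4 and Vector and from −0.681 to 0.431 between Addback and B4-4. ITGA6 ranged from −0.037 to 0.092 for EDTA in Vector, −0.145 to 0.110 in Addback and −0.316 to 0.109 for B4-4 against Vector in NA. NECTIN4 ranged from −0.669 to 0.787 for EDTA in Addback and −0.542 to 0.914 for Addback against B4-4 in EDTA, PROM2 from −0.228 to 0.054 and DCN from −0.135 to 1.448 for EDTA in Addback. Without B4-4 NA 1 and Addback EDTA 1, ITGB4 was −0.055 for EDTA in B4-4. Its differences of EDTA effects were then −0.048 between B4-4 and Vector and 0.548 between Addback and B4-4. In the same fit NECTIN4 was −0.697 for EDTA in Addback and −0.545 for Addback against B4-4 in EDTA. ITGA6 was 0.108 there for B4-4 against Vector in NA. Without B4-4 NA 2 and Addback EDTA 2, ITGA6 was 0.111 and DCN −0.135 for EDTA in Addback.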

Other observations

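The test of aryl hydrocarbon receptor targets was chosen after the result was seen. That of Notch targets was chosen before its own result was seen, but NOTCH3 itself was chosen after its values were seen. Adhesion genes outside the hemidesmosome differed too. Of 13 nectin and cadherin adhesion genes, 10 were higher in B4-4 EDTA than in Vector EDTA, 0 lower and 3 not called (10 adjusted over the list alone), with camera at 0.00253 and adjusted p = 0.462 with an estimated correlation. Of 11 desmosome genes, 0 were higher in Addback than in Vector, 5 lower and 6 not called (5 adjusted over the list alone), with camera at 0.00997 and adjusted p = 0.403 with an estimated correlation. Of 21 NF-kB and inflammatory genes, 8 were higher in B4-4 than in Vector over both treatments, 0 lower and 13 not called (8 adjusted over the list alone), with camera at 0.00191 and adjusted p = 0.754 with an estimated correlation. Of 21 interferon response genes, 3 fell with EDTA over the mean, 0 rose and 18 were not called (9 adjusted over the list alone), with camera at 0.000486 and adjusted p = 0.166 with an estimated correlation. Of 14 fatty acid synthesis and desaturation genes, 5 fell with EDTA in B4-4, 0 rose and 9 were not called (6 adjusted over the list alone), with camera at 0.00287 and adjusted p = 0.58 with an estimated correlation. Of 3 immune markers tested, 1 was higher in Addback than in B4-4 over both treatments, 2 lower and 0 not called, with camera at 0.554.

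CYP1A1 and CYP1B1 rose with EDTA in Vector and fell in B4-4, the calls of CYP1A1 ending without Vector NA 1 (adjusted p = 0.102) or Vector NA 2 (0.0922), and without B4-4 EDTA 1 (0.0663) or B4-4 EDTA 2 (0.0597). Both are targets of the aryl hydrocarbon receptor, and a candidate explanation is a change in its activity. Of 6 other targets tested, 2 rose in Vector and fell in B4-4, TIPARP (+1.90 and −2.42) and NFE2L2 (+0.74 and −0.85), while AHRR rose in Vector (+3.88) and was not called in B4-4 (−0.19). This leaves the explanation open.

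NOTCH3 fell with EDTA in each derivative. If Notch activity could account for this, its targets would fall too, but 0 of 8 tested Notch genes fell in all 3 derivatives, and JAG1 rose in Vector (+1.24) and fell in Addback (−1.31), which argues against it.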
